A study of Mus musculus with 2 samples. Its data were reported in "DNMT1-mediated regulation of somatostatin-positive interneuron migration impacts cortical architecture and function" (2025).

How the data were processed

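The values analysed were UMI counts per gene and cell barcode, produced by the authors with Cell Ranger 7.0.0 from 10x Genomics 3' v3.1 libraries and used as deposited, 1 file per sample, with no further normalization. Genome build, annotation, intron setting and cell calling were not stated for these libraries. The lowest barcode held 502 UMIs in replicate 1 and 500 UMIs in replicate 3, so barcodes of lower counts had been removed before. Genes were placed on GRCm39 with GENCODE vM39, a build that may differ from that of the authors, and 31674 of 32285 gene identifiers were matched. The labels give the source as brain hemispheres and the study's methods the dorsal telencephalon. Other samples of the study were not used here.

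Barcodes with 1500 to 60000 UMIs and under 10% mitochondrial UMIs were kept, which removed 710 barcodes of replicate 1 and 1387 of replicate 3. Doublets were scored as in Scrublet, in a reimplementation with 2 simulated doublets per cell, and the barcodes with the highest scores were removed per sample at 0.8% per 1000 barcodes, giving 304 (4.93%) and 629 (7.09%). Counts were scaled to 10000 per cell and log-transformed. The 2000 most variable genes (scanpy, by replicate, without the chosen genes) gave 30 components, a graph of 15 neighbours with shared-neighbour weights, and Leiden clusters at resolution 1.0 with seed 1.

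Clusters were named with 110 marker genes of 16 classes. A marker was on when its log2(CPM + 1), scaled from 0 to 1 over clusters, exceeded 0.5 and at least 10% of the cells had a UMI of it. A name needed at least 3 markers, and GABAergic classes also needed at least 3 GABAergic markers. A cluster stayed unnamed with fewer markers, with more of another class's markers among its top 10 genes, or with a low UMI count and no marker among them. Marker genes that define a class are not reported as results.

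UMIs were summed per class and replicate. Differences were tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, after TMM scaling and edgeR's filter on low counts, with a prior count of 2 for fold changes and a threshold of 0.05. Fold changes are log2, and the SE was taken as the absolute fold change over the square root of F. Levels in CPM were computed from the summed counts without TMM factors. Sums of 1 replicate come from 1 library, so the replicate number pairs them. The correlation across genes of the paired differences was from 0.0244 to 0.273 for the class sums, from 0.297 to 0.409 for the phase sums and 0.112 for the *Sst* sums, and genes are not independent replicates. The design without a block was used, with the block as an alternative. With 2 replicates, values from 1 replicate alone were given without a test.

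Phases of RGC-like cells were scored from published lists of 42 S and 52 G2M genes on cells thinned to 3000 UMIs, and these genes were left out of the test. Thinning drew UMIs without replacement. Ligand-receptor scores were the sum of log2(CPM + 1) of ligand and receptor. Results of 1 chosen gene are not reported here. CellChat, which the study used, was not run here, so the scores are not its communication probabilities. Intervals of shares are 95% Wilson intervals and cover counting error only.

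Chosen before the data were examined were 60 genes of the study's question, with 18 of them as a list of genes named in the text as raised after *Dnmt1* deletion, the comparisons, the 89 alternatives, and the rule for naming further genes. This rule took, in the *Sst* comparison, the 5 genes with the largest absolute fold change among those past the threshold and changed the same way in both replicates. Lists of medial genes (11), lateral genes (8), ribosomal protein genes (80 tested) and nuclear long noncoding RNAs (10) were used in the closing section, with 10000 random lists from 20 expression bins as reference.

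The tests were checked on simulated counts, drawn with the mean levels and dispersions of these data and known changes in a part of the genes. At log2 fold changes of 0.5, 1 and 2, 10.3%, 50.7% and 74.3% of the changed genes were recovered for classes, 3.4%, 49.3% and 92.7% for *Sst* detection, and 4.5%, 56.7% and 85.1% for phase. False calls were 3 of 98, 2 of 92 and 6 of 104, and 0 calls had the wrong sign. Changed were 199 of 14687, 189 of 7185 and 200 of 12244 genes, none of them with a low mean count. All groups otherwise shared 1 profile, and sums of 1 replicate were drawn independently. The check therefore says nothing on scaling between unlike classes, on the pairing of sums or on recovery of genes with low counts. Other splits of the sums were not tested, since with 2 sums on each side they are too few to give a share under 0.05. Software was Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, scanpy 1.11.5, scikit-learn 1.9.0, igraph 0.11.9, matplotlib 3.10.9, R 4.3.3, edgeR 4.0.16 and DESeq2 1.42.0.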

Results

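Single cell RNA sequencing (scRNA-seq) profiled cells of the dorsal telencephalon of WT mouse embryos at E14.5. The data comprised 1 droplet-based 3' library from each of 2 samples, called replicates 1 and 3 here after their labels. A unique molecular identifier (UMI) marks 1 captured RNA molecule, and UMIs were counted per gene and cell barcode. Replicate 1 held 6163 cell barcodes and 64182006 UMIs, with a median of 9802 UMIs and 3422 detected genes per barcode. Replicate 3 held 8870 cell barcodes and 93295807 UMIs, with a median of 9754 UMIs and 3453 detected genes. Both samples belonged to 1 group, so all comparisons were made between cell classes within these libraries. The labels give them as separate samples. Their counts differed beyond counting error (chi-square statistic of 81.2 per gene over 18950 genes), so they were not copies of 1 library, and this comparison says nothing further on the kind of replicate. The study asked which ligands of SST^+ cortical interneurons (cINs), as senders, meet receptors on radial glial cells (RGCs) and intermediate progenitor cells (IPCs), as receivers.

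After filtering, 5161 cells of replicate 1 and 6915 cells of replicate 3 were kept and fell into 26 clusters. Clusters were named from fixed lists of marker genes, so that each class is called "-like". Projection neuron-like cells made up 51.4% ± 4.93 (SD, n = 2) of the kept cells. RGC-like cells made up 17.0% ± 6.70 and IPC-like cells 12.9% ± 2.33. Medial ganglionic eminence (MGE) interneuron-like cells, the class that holds the SST^+ cINs, made up 4.83% ± 2.23. Unnamed clusters held 8.82% ± 3.33, and Cajal-Retzius-like, meningeal-like, red blood cell-like, pericyte-like, endothelial-like and microglia-like cells the rest. The 95% Wilson intervals of the replicates, which cover counting error only, were apart for projection neuron-like, RGC-like, IPC-like, MGE interneuron-like, Cajal-Retzius-like, meningeal-like and unnamed cells, and overlapped for red blood cell-like, pericyte-like, endothelial-like and microglia-like cells. RGC-like cells formed 12.2% (11.4 to 13.2) of replicate 1 and 21.7% (20.8 to 22.7) of replicate 3. MGE interneuron-like cells formed 6.41% (5.78 to 7.11) of replicate 1 and 3.25% (2.86 to 3.70) of replicate 3. Among the alternatives, a stricter filter on cells moved the mean MGE interneuron-like share most for its size, to 2.39%. MGE interneuron-like cells were shallower than the other compared classes, with a median of 4528 UMIs in replicate 1 and 4057 in replicate 3. The medians were 13378.5 and 12266.5 UMIs in RGC-like cells, 10667 and 10038 in IPC-like cells, and 11083 and 10710 in projection neuron-like cells.

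**Figure D1:**
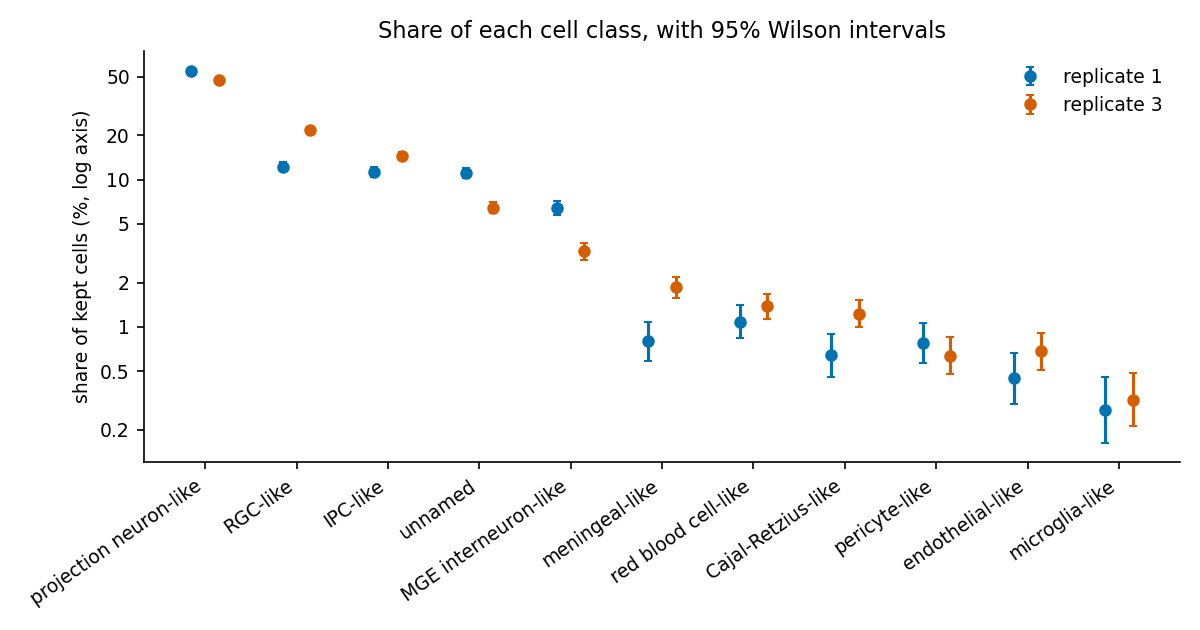
Share of each cell class among the kept cells of replicates 1 and 3, in percent on a log axis, with error bars giving 95% Wilson intervals. RGC-like cells took 12.2% of replicate 1 and 21.7% of replicate 3, and MGE interneuron-like cells 6.41% and 3.25%.

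To compare senders and receivers across all genes, UMIs were summed per class and replicate (8 sums) and tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over 15204 genes. At an adjusted p-value under 0.05, 9124 genes differed between MGE interneuron-like and RGC-like cells, 4413 of them higher in MGE interneuron-like cells. Against IPC-like cells 7925 genes differed, 3678 of them higher in MGE interneuron-like cells, and between RGC-like and IPC-like cells 5806 genes differed, 3006 of them higher in RGC-like cells. Against projection neuron-like cells 5556 genes differed, of which 2078 were higher in MGE interneuron-like cells. That split depended on the scaling. With library sizes only, 2940 of 5552 genes were higher, and with DESeq2 2471 of 5156, with the median of all genes shifted by 0.17 and 0.10 (log2) from the value under TMM scaling. The direction was shared by both replicates for 9113, 7913, 5806 and 5550 of the genes past the threshold in the 4 comparisons, in the order given. The alternative that moved these counts most took only cells with an *Sst* UMI as MGE interneuron-like cells and gave 2954 genes against projection neuron-like cells, and the stricter filter on cells gave 3655. The first of these was added for the counts after the data had been seen. The classes were defined by clustering of the same cells, so these counts are not independent evidence of differences between cell types. Genes chosen for study beforehand had been left out of the variable genes used for clustering, but not of those used for doublet scores. Of the 55 of them that were tested, 38 differed between MGE interneuron-like and RGC-like cells (39 when adjusted over the list alone), 38 against IPC-like cells (39 adjusted over the list alone), 34 against projection neuron-like cells (36 adjusted over the list alone) and 29 between RGC-like and IPC-like cells (31 adjusted over the list alone). All of these genes past the threshold over all genes changed the same way in both replicates. With a replicate block the numbers over all genes were 39, 42, 38 and 36 in the same order.

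Neurexins are presynaptic adhesion proteins that bind neuroligins. *Nrxn3* (ENSMUSG00000066392) lies on chromosome 12 (88689646 to 90301709, plus strand, GRCm39) and spans 1612.1 kb with 20 exons in its canonical transcript. Its level was 20831 ± 3013 CPM (from counts over the total counts of the sum, SD, n = 2) in MGE interneuron-like cells, 52.6 ± 28.1 CPM in RGC-like cells, 108 ± 63.2 CPM in IPC-like cells and 25.2 ± 12.8 CPM in projection neuron-like cells. In RGC-like cells this rested on 645 UMIs in replicate 1 and 639 UMIs in replicate 3. Background from RNA of other cells was estimated for *Sst* alone and may be part of these low levels. The size of the *Nrxn3* fold changes is therefore uncertain. The log2 fold change against RGC-like cells was 8.71 (SE 0.69, adjusted p = 1.21e-05, higher in both replicates), and against IPC-like cells 7.60 (SE 0.66, adjusted p = 3.18e-05, higher in both replicates). The alternative that moved the first value most was keeping predicted doublets, which gave 7.97, and leaving out a replicate gave from 8.38 to 9.19. Of 228 other tested genes spanning at least 500 kb, 6 had a larger fold change against RGC-like cells. *Nlgn1* (ENSMUSG00000063887, chromosome 3, 25480379 to 26386609, minus strand) was present at 1162 ± 119.7 CPM in RGC-like cells and 877 ± 47.0 CPM in IPC-like cells, against 471 ± 97.1 CPM in MGE interneuron-like cells and 1816 ± 344 CPM in projection neuron-like cells. The difference between MGE interneuron-like and RGC-like cells was -1.25 (log2, SE 0.18, adjusted p = 0.000449, lower in both replicates). RGC-like and IPC-like cells did not differ in *Nlgn1* past the threshold (0.35, SE 0.18, adjusted p = 0.164, higher in RGC-like cells in both replicates).

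Ephrins are membrane-bound ligands of Eph receptors. *Efnb2* (ENSMUSG00000001300, chromosome 8, 8667226 to 8711249, minus strand) reached 305 ± 7.76 CPM in MGE interneuron-like cells, 148 ± 24.9 CPM in RGC-like cells, 113 ± 4.62 CPM in IPC-like cells and 219 ± 6.37 CPM in projection neuron-like cells. Its log2 fold change was 1.103 against RGC-like cells (SE 0.12, adjusted p = 9.26e-05) and 1.43 against IPC-like cells (SE 0.13, adjusted p = 3.57e-05), with both replicates higher in each case. Against projection neuron-like cells *Efnb2* was not past the threshold (0.31, SE 0.12, adjusted p = 0.0847, higher in both replicates), and with a replicate block it was (0.30, adjusted p = 0.0389). Over all alternatives of that comparison the adjusted p ranged from 0.0176 to 0.472. *Epha4* (ENSMUSG00000026235, chromosome 1, 77343822 to 77492816, minus strand) was found at 736 ± 61.2 CPM in IPC-like cells, 544 ± 18.03 CPM in RGC-like cells, 291 ± 73.4 CPM in projection neuron-like cells and 157 ± 25.2 CPM in MGE interneuron-like cells. It was lower in MGE interneuron-like than in RGC-like cells (-1.73, SE 0.19, adjusted p = 8.64e-05), IPC-like cells (-2.23, SE 0.19, adjusted p = 3.46e-05) and projection neuron-like cells (-1.06, SE 0.19, adjusted p = 0.00313), in both replicates. Without replicate 3 the difference from projection neuron-like cells was -0.62. RGC-like and IPC-like cells differed in *Epha4* by -0.50 (SE 0.18, adjusted p = 0.0561, lower in RGC-like cells in both replicates). With a replicate block that difference passed the threshold (-0.49, adjusted p = 0.0240), and over all its alternatives the adjusted p ranged from 0.00170 to 0.154.

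**Figure D2:**
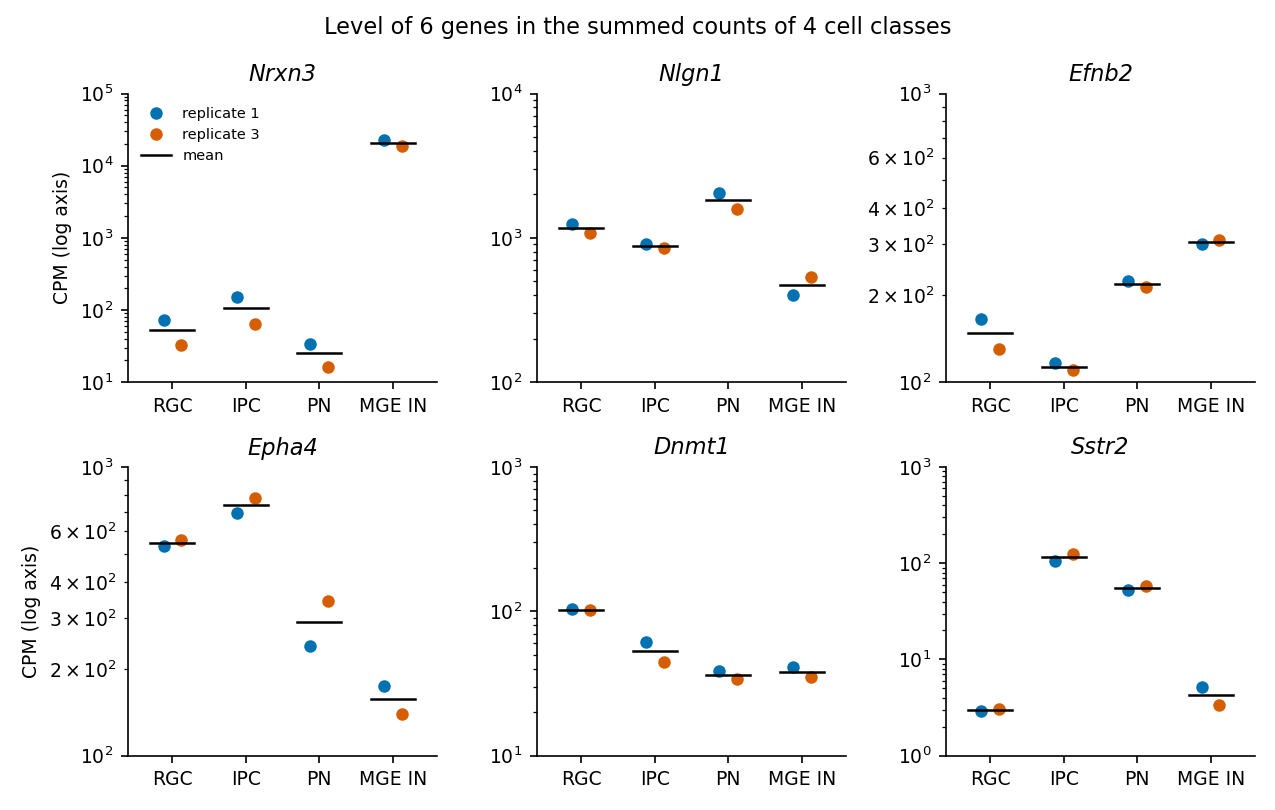
Level of 6 genes in CPM, on log axes, in the summed counts of RGC-like, IPC-like, projection neuron-like (PN) and MGE interneuron-like (MGE IN) cells, with 1 point per replicate and a line for the mean. *Nrxn3* stood at 20831 CPM in MGE interneuron-like cells, and among these 4 classes *Epha4* and *Sstr2* were highest in IPC-like cells (736 and 115 CPM) and *Dnmt1* in RGC-like cells (103 CPM).

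To rank the candidate pairs, the level of each ligand in MGE interneuron-like cells was combined with that of each receptor in RGC-like or IPC-like cells as the sum of log2(CPM + 1) of both. This score measures RNA levels alone, not binding or contact. With CellChat, the paper gave NRXN3-NLGN1 the highest probability for both receivers and named EFNB2-EPHA4 as a potential mediator. Both pairs were followed here for that reason. The libraries are from the same study, so the ranks are not independent evidence for these pairs. Among the pairs of *Nrxn2* and *Nrxn3* with neuroligins, *Nrxn3-Nlgn1* scored highest for both receivers in both replicates, with 24.52 ± 0.36 (SD, n = 2) for RGC-like and 24.12 ± 0.29 for IPC-like cells. The next scores were 18.93 ± 0.40 for *Nrxn3-Nlgn3* in RGC-like cells and 18.69 ± 0.18 for *Nrxn3-Nlgn2* in IPC-like cells. *Efnb2-Epha4* ranked first of 18 ephrin-B pairs for both receivers in both replicates, with 17.35 ± 0.08 for RGC-like and 17.78 ± 0.16 for IPC-like cells. Behind it came 15.23 ± 0.58 for *Efnb2-Ephb1* in RGC-like cells and 15.05 ± 0.16 for *Efnb3-Epha4* in IPC-like cells. Both pairs stayed highest among those named under each alternative that was run. Among 45 ephrin-A pairs, *Efna5-Epha5* scored highest for RGC-like cells (17.26 ± 0.50) and *Efna5-Epha3* for IPC-like cells (17.33 ± 0.50). Each differed from the score of *Efnb2-Epha4* for the same receiver by less than its SD.

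**Figure D3:**
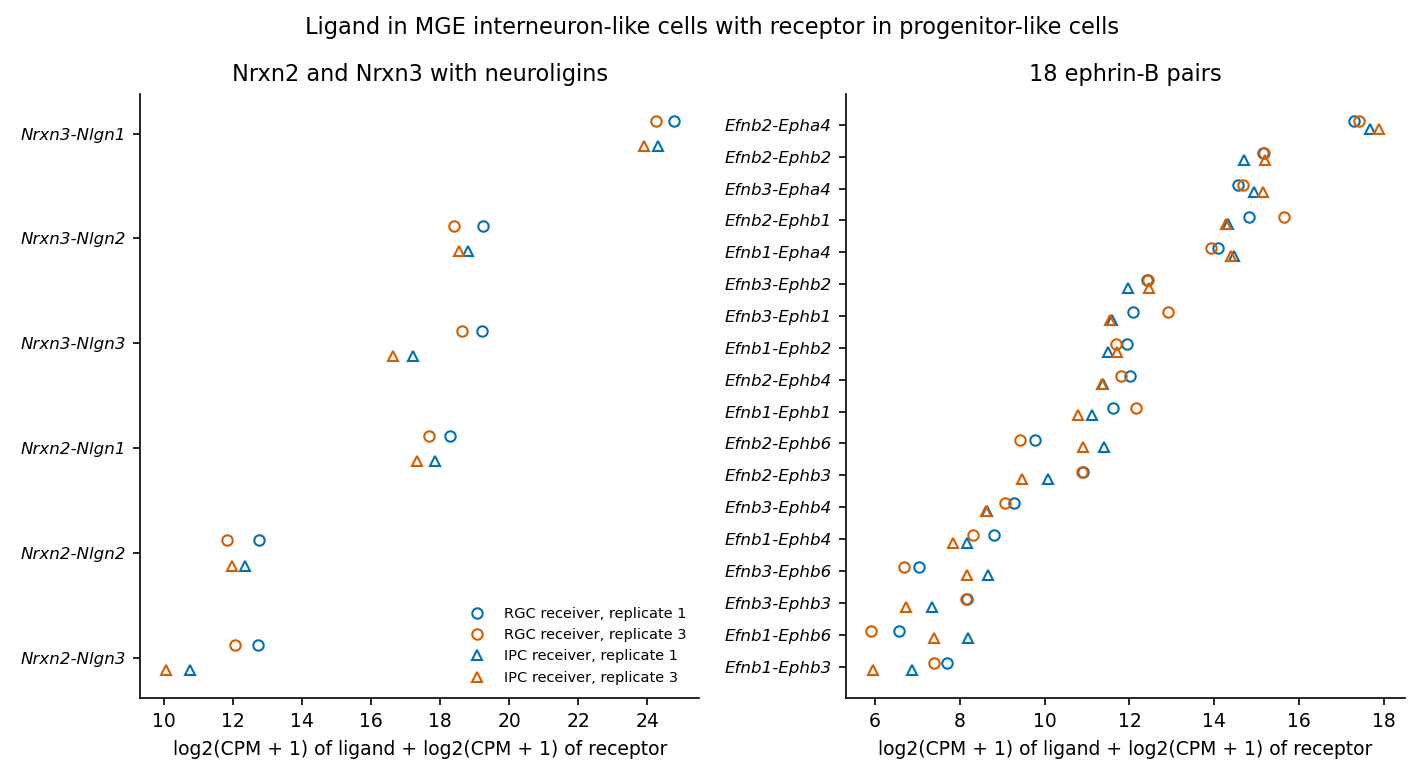
Score of *Nrxn2* and *Nrxn3* with neuroligins and of 18 ephrin-B pairs, as log2(CPM + 1) of the ligand in MGE interneuron-like cells plus log2(CPM + 1) of the receptor, with circles for RGC-like and triangles for IPC-like receivers and 1 colour per replicate. *Nrxn3-Nlgn1* (24.52 and 24.12) and *Efnb2-Epha4* (17.35 and 17.78) scored highest in their panels.

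Receivers differed from each other in other receptors. *Sstr2* (ENSMUSG00000047904, chromosome 11, 113510145 to 113516862, plus strand), a receptor of somatostatin, was present at 115 ± 13.3 CPM in IPC-like and 2.97 ± 0.073 CPM in RGC-like cells, a log2 fold change of -5.33 for RGC-like against IPC-like cells (SE 0.16, adjusted p = 1.26e-06, lower in both replicates). In RGC-like cells this rested on 26 UMIs in replicate 1 and 59 UMIs in replicate 3. The score of *Sst-Sstr2* was 15.48 ± 0.33 for IPC-like and 10.62 ± 0.19 for RGC-like cells, and the ligand alone gave 8.63 ± 0.16. *Epha3* (-3.84, SE 0.33, adjusted p = 7.55e-05) and the reelin receptor gene *Lrp8* (-2.81, SE 0.14, adjusted p = 5.25e-06) were likewise lower in RGC-like than in IPC-like cells in both replicates. *Mllt3*, a gene whose name resembles that in the sample labels, was lower in RGC-like than in IPC-like cells (-0.81, SE 0.12, adjusted p = 0.000953) and in MGE interneuron-like than in projection neuron-like cells (-1.23, SE 0.12, adjusted p = 0.000160), in both replicates.

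The study concerned the DNA methyltransferase DNMT1. *Dnmt1* (ENSMUSG00000004099, chromosome 9, 20817945 to 20871184, minus strand) was found at 103 ± 1.62 CPM in RGC-like cells, 53.1 ± 12.2 CPM in IPC-like cells, 38.1 ± 4.44 CPM in MGE interneuron-like cells and 36.3 ± 2.96 CPM in projection neuron-like cells. It was higher in RGC-like than in IPC-like cells (0.91, SE 0.15, adjusted p = 0.00164) and lower in MGE interneuron-like than in RGC-like cells (-1.36, SE 0.18, adjusted p = 0.000258), in both replicates. The difference between MGE interneuron-like and IPC-like cells was not past the threshold (-0.45, SE 0.19, adjusted p = 0.0749, lower in both replicates). With a replicate block it was (-0.46, adjusted p = 0.0351), and over all its alternatives the adjusted p ranged from 0.00514 to 0.337. MGE interneuron-like and projection neuron-like cells did not differ (-0.09, SE 0.19, adjusted p = 0.748, lower in both replicates). *Dnmt3a* (ENSMUSG00000020661, chromosome 12, 3856007 to 3964443, plus strand) was, among the 4 compared classes, highest in RGC-like cells (118 ± 8.11 CPM), and higher in MGE interneuron-like cells (71.6 ± 7.18 CPM) than in projection neuron-like cells (19.7 ± 1.05 CPM), with a log2 fold change of 1.68 (SE 0.12, adjusted p = 3.12e-05, higher in both replicates).

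*Dnmt1* was also compared between cell cycle phases of RGC-like cells, scored from fixed S and G2M gene lists that were left out of the test. In replicate 1, 21.6% of 611 scored cells were in G1, 29.8% in S and 48.6% in G2M, and in replicate 3, 22.6%, 35.2% and 42.2% of 1467 cells. The level of *Dnmt1* was 46.9 ± 8.91 CPM in G1, 159 ± 4.68 CPM in S and 87.8 ± 1.30 CPM in G2M (SD, n = 2). By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over 12495 genes, the log2 fold change was 1.83 for S against G1 (SE 0.14, adjusted p = 0.000219) and 0.97 for G2M against G1 (SE 0.14, adjusted p = 0.00461), both higher in both replicates. The alternatives moved these values most when replicate 3 was left out, to 1.64 and 0.78. *Dnmt3a* did not differ (0.14 and 0.10, adjusted p = 0.553 and 0.660, both higher in both replicates). The number of genes past the threshold was 957 for S and 943 for G2M, and 2784 and 3008 with a replicate block.

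A list of 18 genes that the study's text names as raised after *Dnmt1* deletion was examined in WT cells, where no deletion was made. In MGE interneuron-like cells 14 of the 18 were higher than in RGC-like cells and none was lower, 12 were higher than in IPC-like cells and none was lower, and 12 were higher than in projection neuron-like cells while *Robo2* was lower (adjusted p under 0.05). The alternatives gave from 13 to 15 genes, from 11 to 13 genes and from 11 to 14 genes higher for the 3 comparisons. Lower genes numbered from 0 to 1 against RGC-like cells, from 0 to 2 against IPC-like cells (2 with no filter on cells), and 1 against projection neuron-like cells under each alternative. The largest fold change against RGC-like cells was that of *Erbb4* (11.62, SE 0.65, adjusted p = 1.94e-06, higher in both replicates), and keeping predicted doublets lowered it to 9.01. In RGC-like cells *Erbb4* had 50 and 93 UMIs in replicates 1 and 3, and its background was not estimated. *Atrx*, *Setd2* and *Kmt2a*, genes of chromatin proteins, were not past the threshold in any of the 3 comparisons. With a replicate block *Kmt2a* was, higher than in RGC-like (0.23) and IPC-like cells (0.32), and *Setd2* was, lower than in IPC-like cells (-0.23). *Efnb2* was then also higher than in projection neuron-like cells (0.30). With the block, 15, 13 and 13 of the 18 were thus higher in the 3 comparisons. Against IPC-like and against projection neuron-like cells, 1 gene each was lower. With only *Sst*-detected cells as MGE interneuron-like cells, 1 of the 18 was lower than in RGC-like cells. The list holds 9 genes of interneurons, and the median of the other 9 lay within the range of random lists matched on expression.

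*Sst* (ENSMUSG00000004366, chromosome 16, 23707321 to 23711733, minus strand) was measured at 396 ± 44.9 CPM in MGE interneuron-like cells, 3.72 ± 2.51 CPM in RGC-like cells, 5.53 ± 3.87 CPM in IPC-like cells and 4.201 ± 2.16 CPM in projection neuron-like cells. With each cell thinned to 3000 UMIs, so that depth did not differ, 61 of 263 MGE interneuron-like cells of replicate 1 (23.2%, 95% Wilson interval 18.5 to 28.7) and 46 of 162 of replicate 3 (28.4%, 22.0 to 35.8) had an *Sst* UMI. Another 68 and 63 MGE interneuron-like cells held fewer UMIs and were left out. The background, taken as the share in RGC-like cells, was 1.47% (0.777 to 2.78) and 0.545% (0.277 to 1.07). Without thinning the shares were 24.8% and 32.9% in MGE interneuron-like cells, at median depths of 4528 and 4057 UMIs, and 7.28% and 2.53% in RGC-like cells, at 13378.5 and 12266.5 UMIs. The mean over both replicates was 25.8%, and thinning to 1500 UMIs moved it most, to 15.5%. In replicates 1 and 3 *Sst* stood at 5.50 and 1.95 CPM in RGC-like cells, 8.27 and 2.79 CPM in IPC-like cells, and 5.73 and 2.67 CPM in projection neuron-like cells. Cells that are not neural held 4.93 and 3.15 CPM, from 11 and 12 UMIs. The values of the other classes lay inside their wide 95% intervals (2.46 to 8.82 and 1.63 to 5.49 CPM), that of IPC-like cells of replicate 1 near the upper end. The *Sst* UMIs of these classes are therefore read here as background, which is a candidate explanation only.

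**Figure D4:**
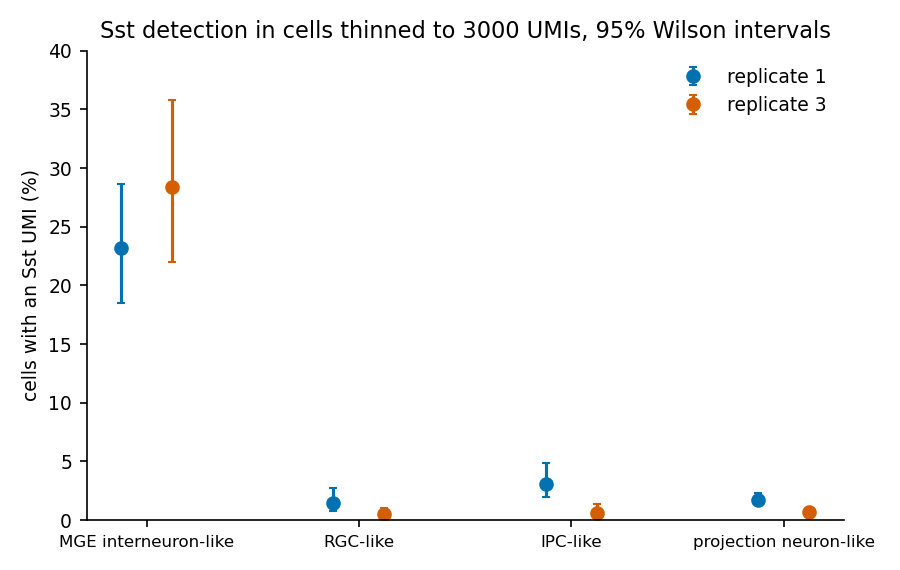
Share of cells with at least 1 *Sst* UMI after thinning to 3000 UMIs per cell, in percent, for 4 cell classes of replicates 1 and 3, with 95% Wilson intervals. MGE interneuron-like cells reached 23.2% and 28.4%, and RGC-like cells 1.47% and 0.545%.

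To ask whether cells with detected *Sst* differ from the rest of their class, MGE interneuron-like cells with at least 1 *Sst* UMI (82 and 74 cells) and without (249 and 151 cells) were summed per replicate (4 sums) and tested over 7492 genes, with *Sst* left out. At an adjusted p-value under 0.05, 25 genes differed, 18 of them higher in *Sst*-detected cells, and all 25 changed the same way in both replicates. An unadjusted p-value under 0.05 was reached by 777 genes. The alternatives gave from 2 genes, with the stricter filter on cells, to 187 genes, with a replicate block. Detection also depends on depth: the median was 6029 and 5961 UMIs in *Sst*-detected and 4101 and 3491 UMIs in *Sst*-undetected cells. None of the 42 tested genes of the chosen list was past the threshold, 3 were when adjusted over the list alone, and 4 were over all genes with a replicate block.

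The 5 genes with the largest fold changes past the threshold were *Cntn5* (ENSMUSG00000039488, chromosome 9, 9658790 to 10904780, minus strand), *Cdh12* (ENSMUSG00000040452, chromosome 15, 20449351 to 21589622, plus strand), *Lingo2* (ENSMUSG00000045083, chromosome 4, 35703525 to 36951747, minus strand), *Prkcq* (ENSMUSG00000026778, chromosome 2, 11176911 to 11306043, plus strand) and the long noncoding RNA gene *Gm31218* (ENSMUSG00000113244, chromosome 13, 64597177 to 64772820, plus strand). All were higher in *Sst*-detected cells of both replicates. The log2 fold changes were 2.94 for *Cntn5* (SE 0.45, adjusted p = 0.0230), 2.91 for *Cdh12* (SE 0.48, adjusted p = 0.0297), 2.75 for *Lingo2* (SE 0.43, adjusted p = 0.0230), 2.67 for *Prkcq* (SE 0.40, adjusted p = 0.0217) and 2.43 for *Gm31218* (SE 0.42, adjusted p = 0.0416). Counts were low, with 29 and 19 UMIs of *Cdh12* in *Sst*-detected and 5 and 5 UMIs in *Sst*-undetected cells, and with doublets kept *Cdh12* changed sign to -0.48 (adjusted p = 0.695, with a range of 2.91e-07 to 0.695 over its alternatives). Single replicates weighed on several values. Without replicate 3, *Cntn5* was at 1.69 and *Lingo2* at 1.55, and without replicate 1, *Cdh12* was at 1.66 and *Prkcq* at 1.91. With the stricter filter on cells none of the 5 passed the threshold.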

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

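The test of dissected regions and the test of the filters in this part were written before their values were seen but after the shares of cells had been seen. The look at genes of the sex chromosomes had no planned test. The samples form 1 group, so no biological explanation was tested.

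Of 5 clusters that were left unnamed, and so stood outside the comparisons, 4 took shares of the cells that differed between the replicates beyond counting error. The other, cluster 22, had 56 cells (1.09%) in replicate 1 and 67 cells (0.969%) in replicate 3. Cluster 14 had 445 cells (8.62%) in replicate 1 and 30 cells (0.434%) in replicate 3. All 6 markers of neurons of the lateral ganglionic eminence were on in it, and *Adarb2* and *Nrxn3* were among its top genes. It stayed unnamed because its top 10 genes held more markers of another class. At resolution 2.0 a class like interneurons of the caudal ganglionic eminence was named, with 270 cells in replicate 1 and 26 in replicate 3. A class like neurons of the lateral ganglionic eminence was named beside it, with 244 and 25 cells. It included a cluster of 151 cells with only 3 of 6 markers on. With each sample clustered alone, replicate 1 also gave both classes, with 186 and 130 cells. Cluster 14 may thus hold cells of both kinds, and which of its cells went to which class was not examined. Cluster 19 had 34 cells (0.659%) and 117 cells (1.69%), with 8 of 9 projection neuron markers on. Cluster 20 had 18 cells (0.349%) and 128 cells (1.85%), with 6 of 6 markers of the cortical hem on and *Ttr*, *Folr1* and *Clic6* among its top genes. Cluster 21 had 24 cells (0.465%) and 105 cells (1.52%), with a median of 3477 UMIs and 7.999% mitochondrial UMIs. These genes and clusters were singled out after their values were seen.

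Together with the larger RGC-like share of replicate 3, this raised the question of a technical source. Loss of cells to the filters on UMIs, mitochondrial share or doublets was argued against as the whole cause, since the ratio of RGC-like shares (replicate 3 over replicate 1) was 1.774, and 1.477 with no filter and 1.689 with no doublet removal. Part of the lower ratio with no filter came from naming, since 2 clusters nearest to RGCs (838 cells) stayed unnamed there, and with them counted the ratio was 1.714. That count was added after the ratios had been seen. A candidate explanation is that the 2 dissections took different parts of the telencephalon. In RGC-like cells, the median log2 ratio of replicate 3 over replicate 1 was 0.392 for 9 measured medial genes (6 higher) and -0.311 for 7 measured lateral genes (7 lower). The difference of 0.703 lay outside the central 95% of random lists matched on expression (-0.277 to 0.262). The lateral list holds *Pax6*, also a marker of RGCs, and *Nrg1*, a chosen gene. A difference of stage or between embryos could give the same values and was not tested.

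Genes of the Y chromosome gave 7 UMIs in replicate 3, summed over the 4 genes examined, and 0 UMIs in replicate 1. The UMIs fell in 7 cells (0.101%), and all 7 also held *Xist* UMIs. *Xist* was found in 97.2% of the cells of replicate 1 and 96.3% of replicate 3. The values are those of 2 samples made up of female cells with a few UMIs of other origin in 1 of them, and the origin was not tested.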

How the results depend on the processing

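The alternatives in this part were chosen before the data were examined, except that only cells with an *Sst* UMI as sender, for counts of genes, and all alternatives for the counts of genes by phase were chosen after seeing the data. For single genes, 34 results were computed under the alternatives, which gave 492 values. Of these, 455 kept their direction and their side of the threshold, 24 became stronger (past the threshold), 6 became weaker (no longer past it), 6 without a test moved by more than the spread between replicates when 1 replicate was left out, and 1 reversed. Shares, counts of genes, ranks of pairs and the fold changes of *Dnmt1* by phase made up 21 results with 222 values. Of these, 209 stayed and 13 moved. The limit was the spread between replicates, for counts of genes 1.5 times, and for tested fold changes their direction and side of the threshold. With 2 replicates, leaving out 1 moves a share by less than the SD, so those values could not move. Fold changes of 1 replicate had little room to move under this rule too.

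With no filter on cells, the projection neuron-like share was 41.4% and the *Sst* comparison gave 64 genes. With the stricter filter, the MGE interneuron-like share was 2.39%, the share of these cells with an *Sst* UMI 34.0%, the number of genes against projection neuron-like cells 3655, and the number in the *Sst* comparison 2. That comparison gave 182 genes with no low-count filter, 187 with a replicate block and 109 for at least 2 *Sst* UMIs against none. With a replicate block the phases gave 2784 genes for S and 3008 for G2M. With only cells with an *Sst* UMI as sender, 2954 genes differed from projection neuron-like cells, in sums of fewer cells. Thinning to 1500 UMIs gave an *Sst* share of 15.5%, which follows from fewer UMIs per cell. For the other values the cause was not tested. The 25 genes of the *Sst* comparison all stayed past the threshold with no filter on cells and with no low-count filter. They also did so with the block and with at least 2 *Sst* UMIs. At resolution 0.5 the sums had the same cell and UMI counts as at 1.0, so the overlap of 25 genes there was fixed. At resolution 2.0 all 25 passed again, with 248 in place of 249 *Sst*-undetected cells in replicate 1 and the other sums unchanged. Of the 25, 24 were past the threshold with library sizes only, 19 with DESeq2 (of 33 genes), 18 with doublets kept (of 29 genes) and 1 with the stricter filter.

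*Cdh12* reversed, to -0.48, with doublets kept, and the cause was not tested. Of the 34 gene results, the replicate block made 3 stronger, those of *Dnmt1* against IPC-like cells, *Efnb2* against projection neuron-like cells and *Epha4* between RGC-like and IPC-like cells, and changed no other call among the 34. Over all chosen genes it added 16 calls in the class comparisons, 22 in the phase comparisons and 4 in the *Sst* comparison, and took none away. The stricter filter made the 5 genes of the *Sst* comparison weaker, and keeping doublets made *Gm31218* weaker. DESeq2 gave no adjusted value for *Cdh12*, *Prkcq* and *Gm31218*, which its filter on mean counts left out. Fold changes of *Nrxn3* against RGC-like cells ranged from 7.97 to 9.19 over the alternatives, and those of *Nlgn1* between RGC-like and IPC-like cells passed the threshold under 6 alternatives, with an adjusted p from 0.0228 to 0.386. The sums of the *Sst* comparison held from 540220 to 1203757 UMIs, and at this depth 3.4% of simulated changes of 0.5 (log2) were recovered, so a small change there would mostly be missed.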

Other observations

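The tests in this part were written before their values were seen, with these exceptions. The comparison of *Nrxn3* with genes of near span was chosen after the first result was seen, the rule for the depth test was reworded after the *Sst* comparison was seen, and the reading of the projection neuron markers was changed after their value was seen. The samples form 1 group, so no biological explanation was tested.

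MGE interneuron-like cells held fewer UMIs than the other compared classes. Damaged cells that lost cytoplasmic RNA are a candidate explanation. The median log2 fold change of 80 ribosomal protein genes against projection neuron-like cells was -1.287, below the central 95% of random lists (-0.494 to 0.099), with 0 of the 80 higher. That of 10 nuclear long noncoding RNAs was 0.531, above its range (-0.883 to 0.388). 1 of the 10, *Kcnq1ot1*, is also on the list of 18 genes. A lower ribosomal protein level in this cell type would give the first of these values too and stays open.

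*Nrxn3* has a long span, and long genes as a group were higher in MGE interneuron-like than in RGC-like cells, with a median log2 fold change of 1.431 for 228 genes of at least 500 kb against -0.047 for 14882 others. The fold change of *Nrxn3*, 8.705, stood 7.274 above that median, just past the upper end of the central 95% of the long genes (8.036), with 6 of them higher. Among 94 genes of near span that end was 8.541, with 3 higher, so by rank *Nrxn3* stood at the edge of these ranges. Against projection neuron-like cells the long genes had a median of -0.083 while *Nrxn3* was at 9.513. A general difference of long genes, such as from counted introns, is unlikely to be the whole cause, and a part of it stays open.

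Genes differed between *Sst*-detected and *Sst*-undetected cells, and deeper cells show an *Sst* UMI more readily. Among *Sst*-undetected cells alone, the difference between deep and shallow cells was a median share of 0.253 of the *Sst* fold change (0.292 in replicate 1 and 0.225 in replicate 3), with 19 of 25 genes in the same direction. Depth may therefore give a part of the difference and is argued against as the whole of it. RNA of projection neurons, as from doublets, was left undecided. The median of 5 projection neuron markers was 0.128, with 0.463 in replicate 1 and -0.067 in replicate 3, and 0 of them past the threshold. As first written, the test would have counted the negative value of replicate 3 against this explanation, and a value so near 0 was then read as deciding nothing.

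*Sst* UMIs were found in RGC-like, IPC-like and projection neuron-like cells. Free *Sst* RNA in the droplets is a candidate explanation, since the pooled cells of non-neural types held *Sst* at 1.256 times the CPM of RGC-like cells on the mean (0.896 in replicate 1 and 1.616 in replicate 3). The non-neural types held 4.93 CPM (95% interval 2.46 to 8.82) and 3.15 CPM (1.63 to 5.49), from 11 and 12 UMIs.

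The 18 genes raised after *Dnmt1* deletion had a median log2 fold change of 2.727 between MGE interneuron-like and RGC-like cells, above the range of random lists (-0.984 to 0.755). Without 9 interneuron genes the median of the rest was 0.727, inside its range (-1.361 to 1.335). That range is wide, and *Mef2c*, *Robo2*, *Efnb2*, *Tcf4* and *Kcnq1ot1* of the rest were past the threshold and higher. The paper also names *Tcf4* and *Mef2c* in interneuron development, so the split is not sharp. The higher level of the list in this class may thus come in part from the interneuron genes it holds, and it gives no evidence on DNMT1.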
